A study of Sus scrofa with 33 samples. Its data were reported in "Multi-tissue metabolic and transcriptomic responses to a short-term heat stress in swine" (2024).

How the data were processed

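The samples were pituitary tissue, called pituitary gland in the labels and described as taken from its anterior lobe in the methods of the study, of pigs from 3 genetic groups, Large White (LW), Creole and their F1 cross, taken either under thermoneutral conditions (TN) or after exposure to heat (heat stress, HS). RNA of each sample was labelled with Cy3 and hybridised to an Agilent porcine oligonucleotide array with 1 colour, 1 array per animal and no pooling. The breed and the temperature of each array were taken from its sample labels. On 1 array, LW HS 3, the title named Large White while the breed field named Creole. It was analysed as Large White after its title, and the fits were repeated with it taken as Creole and with it left out. The labels gave 24 °C for TN and 30 °C for HS, whereas the text of the series gave 32 °C for the exposure, so groups are called TN and HS throughout.

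Per the file headers, the deposited scanner files held the pixel intensity of each spot and of its local background as read by Agilent Feature Extraction, not normalized between arrays. They also held a processed intensity, from which Feature Extraction had subtracted the background, and 0 or 1 marks for spots well above background, saturated spots and outliers. The authors also deposited a table of log2 values for 45667 probes, which they had made from the median pixel intensity by quantile normalization without background correction after quality control. All columns of that table were matched to a sample.

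The main values followed the authors' described processing. The median pixel intensity was used without background correction. Control spots and spots marked as outliers were left out, the remaining 60306 spots were quantile-normalized between the 33 arrays, log2 was taken and the spots of 1 probe were averaged, which gave 60305 probes. A probe was kept when it was well above background on at least 75% of the arrays of at least 1 of the 6 breed-by-temperature groups. That kept 47083 probes (78.1%), of which 40915 were well above background on all arrays and 59 had a missing value. On the 45554 probes also in the authors' deposited log2 table, the median absolute difference between the 2 sets of values was 0.0038 and the largest was 0.12 log2 units.

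Probes were named from the gene name of the array design, or through an accession or a synonym in a table of pig genes (assembly Sscrofa11.1, used for names only). Of the 60305 probes, 25019 (41.5%) received a symbol, 21660 from the gene name, 3164 from an accession and 195 from a synonym. The kept probes covered 10472 symbols. Other probes are given by the identifier in the files. Different probes of a gene were tested separately.

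Signal over background limited the precision. Between 73.5% and 82.2% of spots per array were well above background (median 77.4%). The median intensity of an array ranged from 131 to 165 and the median local background from 20 to 47.5. Saturated spots numbered 0 and outlier marks 0 to 12 per array. The number of arrays per group, 5 or 6, limits the precision of the values within a breed. Where a probe was not well above background on every array of a breed, that breed has only a bound. The fold is then given as at least the mean of the brighter breed over the mean of the dimmer breed's bounds, where the bound on an array was the higher of the probe's own value and the lowest signal among probes well above background.

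Differences were tested with limma 3.58.1 in R 4.3.3 (with the data.table package, version 1.17.8, and with Python 3.11.15 and matplotlib 3.10.9 for the plots). A linear model with breed and temperature as fixed effects gave HS against TN and the breed comparisons from all 33 arrays. A model with 1 mean per breed-by-temperature group gave HS against TN within each breed and the F-test of the interaction. Variances were moderated with the default eBayes (3.95 prior degrees of freedom), tests were two-sided and p-values were adjusted by Benjamini-Hochberg over the 47083 probes, with a threshold of 0.05. An HS array was counted as showing a direction when it lay on that side of the TN mean of its own breed. The random effects of pen, slaughter day, father and mother in the study's own model were not fitted, because the labels used here do not carry them. TN pigs were slaughtered before the temperature was raised and HS pigs after, so slaughter day and age cannot be separated from temperature.

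For 12 gene lists fixed before the data were examined, the brightest kept probe of each gene was used (10468 genes in all) and each list with at least 2 genes was tested with limma's camera at its preset inter-gene correlation of 0.01, with fry, and with camera at an estimated correlation. The adjustment ran over the 11 lists tested. The genes named in the text followed a rule that was also fixed before the data were examined. For HS against TN these were all probes past the threshold. For Large White against Creole they were the 3 highest and 3 lowest differences among named genes past the threshold whose arrays did not overlap between the breeds, with 1 probe per gene. For F1 against the mean of both parental breeds they were the 3 probes with the smallest adjusted p. The 7 pituitary hormone genes and the 3 heat shock genes with the smallest p were added by their brightest probe.

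Slide was treated as a batch. The arrays lay on 5 slides (3, 7, 8, 7 and 8 arrays) and were scanned on 1 day, so that no scan batch other than the slide existed in these files. The alternatives tried for the comparisons were the processed intensity scaled to the 75th percentile of each array, normexp background correction with an offset of 50, the authors' deposited log2 values, no filter, a filter requiring all 33 arrays, slide as a fixed or a random block, array row as a block, array weights, eBayes with trend and robust estimation, the breed of LW HS 3, no breed term and the mean of the within-breed contrasts (these 2 for HS against TN only), and leaving out each array in turn. The gene lists were recomputed with fry, with the estimated correlation, with the mean of all kept probes per gene, with the processed intensity, with normexp, with slide as a fixed block, and with each array left out.

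The fits were tested on simulated data for 47024 probes with the real means and spreads and log2 shifts of 0.5 and 1. For HS against TN, 188 of 200 shifted probes (94%) were recovered with 8 unchanged probes called. For Large White against Creole 87.5% were recovered with 20 unchanged probes called. For the interaction these shifts were doubled and given to the LW HS arrays alone, and 91.5% were recovered with 8 unchanged probes called. Recovery of an interaction of 0.5 was thus not tested. Within Large White the shifted probes were those of the HS and the interaction sets together, and 358 of 399 (89.7%) were recovered with 29 unchanged probes called. Without a simulated shift each of these comparisons gave 0 calls. A simulated list of 26 genes shifted by -0.2 had a p of 4.25e-40 with camera, 7.71e-16 with fry and 1.52e-14 with the estimated correlation. Of 100 lists without a shift, 2, 6 and 3 had an unadjusted p under 0.05 with these tests. The noise was drawn independently for each probe. These shares therefore cannot show how the tests behave where the genes of a list vary together. For each comparison, 100 splits of the arrays into groups of the same sizes, the real one included, were counted, and permutation tests of correlations used 100000 resamples.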

Results

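Pituitary transcriptomes were measured on 33 arrays, 16 from TN and 17 from HS pigs. Each of the 3 genetic groups had 11 arrays. There were 5 LW TN, 6 LW HS, 5 Creole TN, 6 Creole HS, 6 F1 TN and 5 F1 HS arrays. After filtering, 47083 probes were analysed, and all expression values below are log2 of quantile-normalized intensity with the standard deviation between arrays. The median intensity per array lay between 131 and 165 against a local background of 20 to 47.5, and no spot was saturated.

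The main axes of variation were examined first to see how the arrays grouped. On 47024 probes without missing values, component 1 held 16% of the variance. Breed explained 3.2% of it, temperature 3.6% and slide 21.1%. Component 2 (13.4% of the variance) and component 3 (9.96%) were linked with breed, which explained 46.6% and 44.4% of them. Of the components 1 to 6, temperature explained most of component 6, at 13.7% of a component with 4.01% of the variance. Next was component 4 (7.29% of the variance), of which temperature explained 10.8% and breed 38.5%. Slide explained 48.0% of component 3. When slide was tested on each probe with limma, 6855 of 47024 probes passed the adjusted threshold, whereas array row on the slide gave 0. All 5 slides held arrays of both temperatures and of the 3 genetic groups, although slide 1 lacked 3 of the 6 breed-by-temperature groups and slide 4 lacked F1 HS.

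**Figure D1:**
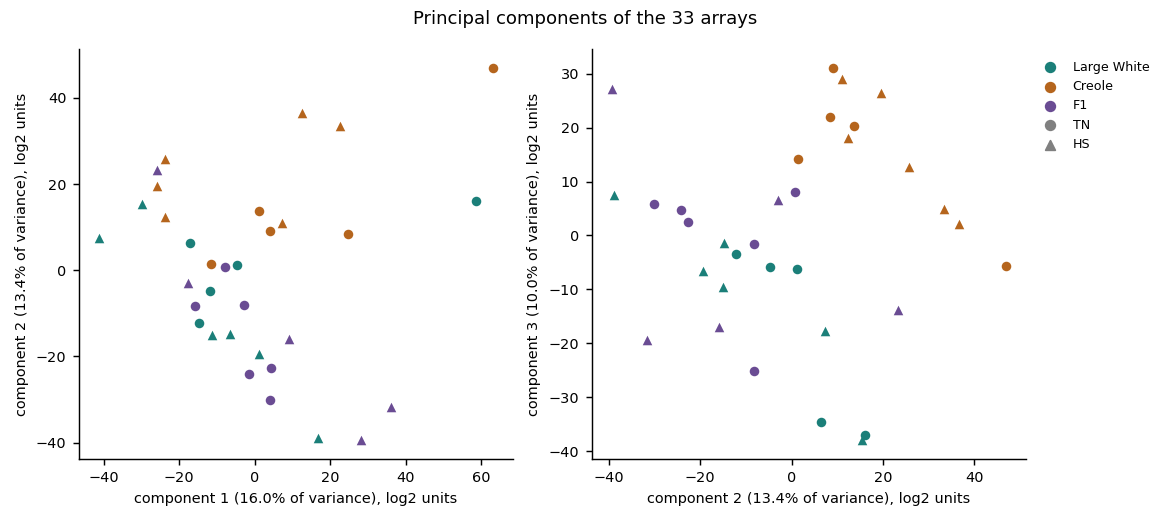
Scores of the 33 arrays on principal components 1 to 3 of 47024 probes, in log2 units, coloured by genetic group, with circles for TN and triangles for HS. Breed explained 46.6% of component 2 and 44.4% of component 3, but the arrays of different breeds overlap on each of them and slide explained 48.0% of component 3, and TN and HS arrays are mixed on components 1 to 3.

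The effect of heat was addressed by comparing HS with TN across the genetic groups, with breed in the model. By limma with Benjamini-Hochberg adjustment, 9 probes differed, 1 higher and 8 lower in HS. At an unadjusted p under 0.05 there were 4082 probes (8.67%). The median log2 fold change over all probes was 0.0078. The alternative that moved this count most was slide as a fixed block, which gave 91 probes, 25 higher and 66 lower, and included all 9. Counts under the other alternatives ranged from 4 without the breed term to 58 with slide as a random block. The 9 probes represented 3 named genes, KLF2, MGP and HBB, and 3 transcripts without a symbol here.

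The largest decreases in HS were those of the haemoglobin probes. The probe for ENSSSCT00000008741, described in the files as haemoglobin subunit alpha, went from 15.90 ± 0.62 (SD, n = 16) in TN to 14.63 ± 0.73 (n = 17) in HS. Its log2 fold change was -1.30 (SE 0.21, limma adjusted p 0.00931), and all 17 HS arrays lay below the TN mean of their breed. The HBB probe, the only kept probe of the gene, went from 10.41 ± 0.64 to 9.30 ± 0.72, a log2 fold change of -1.15 (SE 0.21, limma adjusted p 0.0307) seen in 16 of 17 HS arrays. Within groups the 2 haemoglobin probes varied together over the 33 arrays (Pearson's r 0.855, Spearman's rho 0.853, permutation p 1e-05 for each, the smallest that 100000 resamples can give, and 3e-05 after Benjamini-Hochberg adjustment over 3 relations computed). Without the 2 arrays farthest from the median, r was 0.834. HBB lost its call with array weights (adjusted p 0.131) and in 14 of the 33 fits that left out 1 array (adjusted p up to 0.0699).

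Both probes of the mRNA AK232003 decreased in HS. Their log2 fold changes were -0.69 (SE 0.11) and -0.73 (SE 0.12), with a limma adjusted p of 0.00931 for each, in 17 and 16 of 17 HS arrays. The brighter of them measured 11.86 ± 0.32 in TN and 11.12 ± 0.38 in HS, and on this probe F1 TN 1 lay at 12.47, above the 11.75 to 11.92 of the other F1 TN arrays. KLF2 decreased on 2 of its 3 kept probes. The brighter of these went from 10.62 ± 0.28 to 10.16 ± 0.25, with a log2 fold change of -0.48 (SE 0.08, limma adjusted p 0.0107), and the other changed by -0.49 (SE 0.08, adjusted p 0.00931), both in 17 of 17 HS arrays. The third KLF2 probe changed by -0.02. MGP decreased on each of its 7 kept probes, by -0.60 to -0.56, all with an unadjusted p under 0.05, and 2 of them passed the adjusted threshold. The brighter of these 2 went from 14.19 ± 0.44 to 13.64 ± 0.45, a log2 fold change of -0.57 (SE 0.10, limma adjusted p 0.0266) in 17 of 17 HS arrays. The other changed by -0.60 (SE 0.11, limma adjusted p 0.0307) in 16 of 17 HS arrays. Both MGP calls depended on single arrays, since the brighter probe lost its call in 7 and the other in 15 of the 33 fits that left out 1 array. The expressed sequence tag DY437289 was the only probe higher in HS, at 8.34 ± 0.14 against 8.03 ± 0.15 in TN, with a log2 fold change of 0.31 (SE 0.05, limma adjusted p 0.00969) in 17 of 17 HS arrays.

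**Figure D2:**
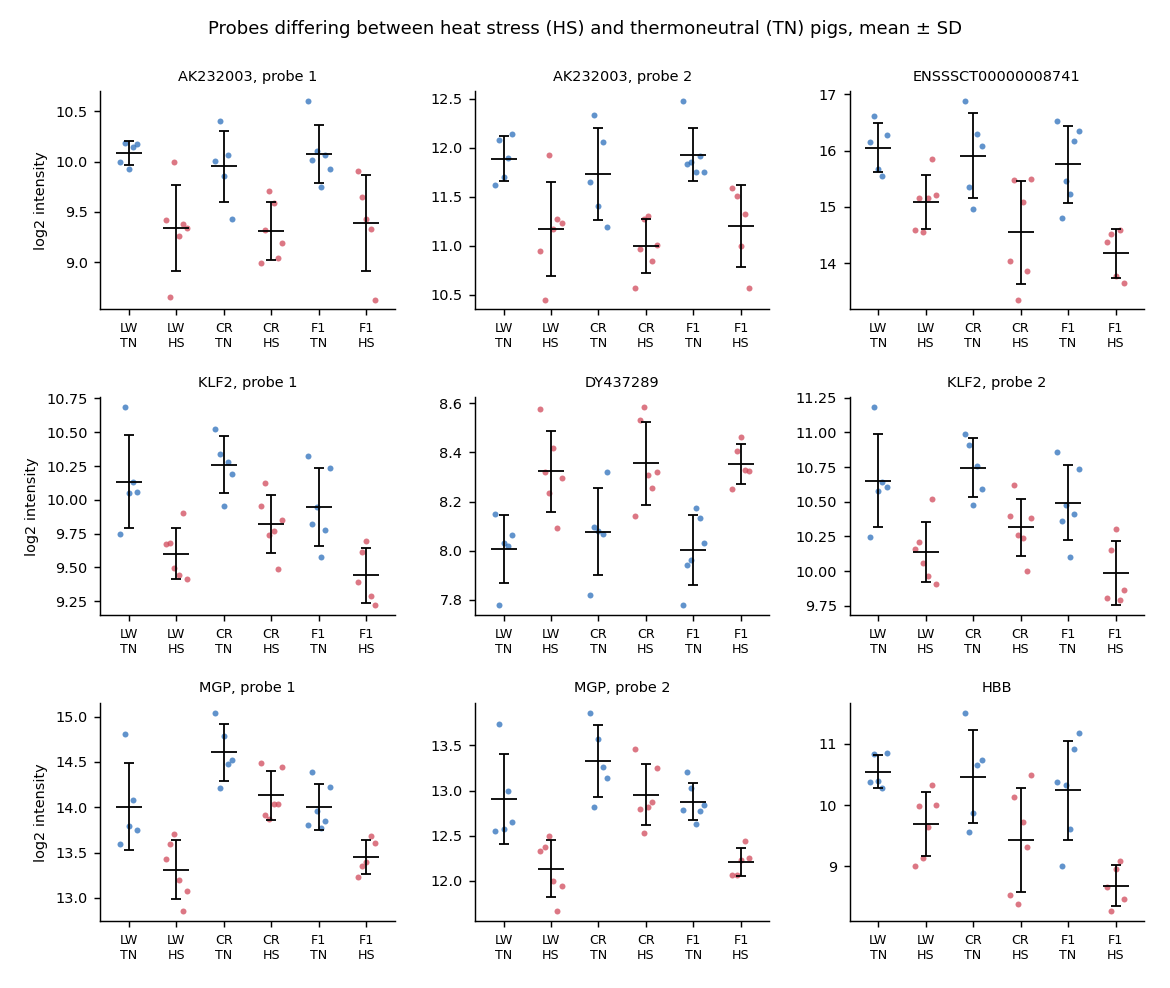
Log2 intensity of the 9 probes that differed between HS and TN, by genetic group and temperature (TN blue, HS red), where each point is 1 array and bars give the mean ± SD. The haemoglobin alpha probe (ENSSSCT00000008741) fell by 1.30 and HBB by 1.15 on the log2 scale, and DY437289 was the only probe higher in HS.

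Whether the response to heat differed between breeds was tested with the interaction of breed and temperature. By limma 0 probes passed the adjusted threshold (smallest adjusted p 0.924), and 2018 probes (4.29%) had an unadjusted p under 0.05. Within breeds, limma called 0 probes between HS and TN in Large White, Creole and F1, with 3180, 2768 and 2685 probes at an unadjusted p under 0.05 and smallest adjusted p-values of 0.351, 0.151 and 0.134. With array weights 6 probes passed in Large White and 0 in the other breeds. Leaving out LW TN 2 gave 1 probe for the interaction and 4 within Large White. For the 9 probes that differed between HS and TN, the smallest interaction p was 0.341, so their changes were not distinguishable between breeds. The haemoglobin alpha probe changed by -0.96 in Large White, -1.36 in Creole and -1.58 in F1, each with an SE of 0.37.

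The genes of the pituitary hormones were examined because they carry the function of the gland. None of the 7 passed the limma threshold, with adjusted p-values between 0.766 and 0.989. The log2 fold changes were -0.01 for GH1 (SE 0.03), 0.06 for PRL (SE 0.05), 0.003 for POMC (SE 0.03), -0.02 for CGA (SE 0.03), -0.01 for LHB (SE 0.09) and 0.01 for FSHB (SE 0.13). PRL was higher in 15 of 17 HS arrays, CGA lower in 12, POMC higher in 10, FSHB higher in 9, GH1 lower in 8 and LHB lower in 7. These changes were too small for their direction to be read, and those of GH1, LHB and CGA were positive when the processed intensity was used. The other kept probes did not settle it, since 2 of 5 for POMC, 4 of 5 for PRL, 3 of 4 for LHB and all 3 for CGA had the direction of the probe given here, and the second FSHB probe changed by 0.12. By limma 0 of these had an unadjusted p under 0.05. GH1, POMC, CGA and PRL ranked 7, 8, 11 and 21 of 47083 probes by mean intensity. Their means of 18.87 to 19.02 lay near the brightest values of the arrays (19.24 to 19.44), where a change can be compressed. TSHB measured 14.77 ± 2.11 in TN and 15.07 ± 0.86 in HS, a log2 fold change of 0.36 (SE 0.49, limma adjusted p 0.870) seen in 12 of 17 HS arrays. Its spread in TN rested on LW TN 2 at 8.55 and CR TN 1 at 10.57, where the other arrays of those groups lay between 14.76 and 16.35. The count of HS arrays was taken against TN means that these arrays lowered, and all 6 LW HS arrays (13.70 to 14.64) lay below the 4 other LW TN arrays (14.76 to 15.57). The log2 fold change of TSHB was -0.04 without LW TN 2 and 0.0017 without CR TN 1, where each fit kept the other low array. PRL was also low on LW TN 2, at 18.20 against 18.88 to 18.96 on the other LW TN arrays, and without that array its log2 fold change fell from 0.06 to 0.015.

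**Figure D3:**
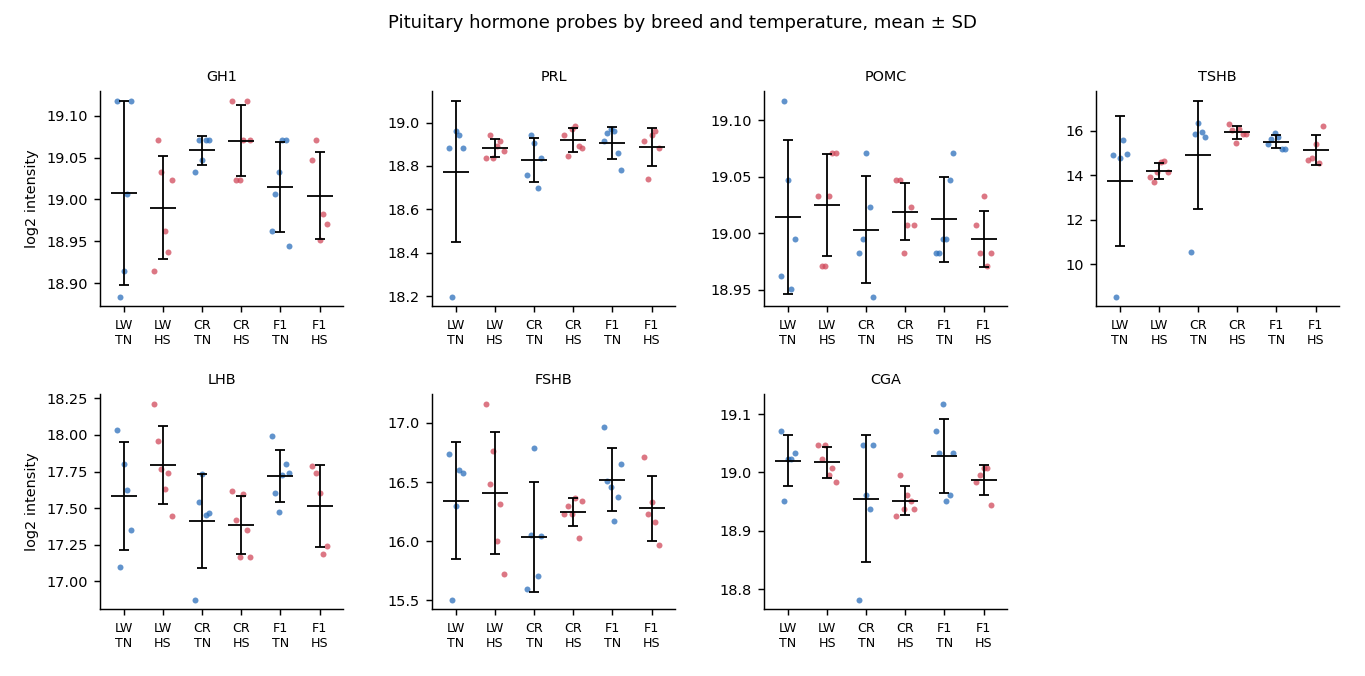
Log2 intensity of the 7 pituitary hormone genes by genetic group and temperature (TN blue, HS red), where each point is 1 array and bars give the mean ± SD. TSHB lies at 8.55 on LW TN 2 and 10.57 on CR TN 1, far below the other arrays of those groups.

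The 12 gene lists asked whether families of genes moved together. The list of cold-inducible genes had 1 of its 2 genes kept and was not tested. With camera, 6 of 11 lists had an adjusted p under 0.05. Genes of the cell cycle were lower in HS (26 of 34 genes kept, median log2 fold change -0.16, 18 genes lower, camera adjusted p 1.67e-11). Of these, 10 genes passed the threshold adjusted over the list alone and 0 over all probes. Glucocorticoid-responsive genes were lower (7 of 10 kept, median -0.26, 6 genes lower, camera adjusted p 1.35e-05), with 4 past the threshold adjusted over the list alone and 0 over all probes. These 4, named after their values were seen, were ZBTB16 at -0.39, FKBP5 at -0.30, KLF9 at -0.26 and SGK1 at -0.23. The 4 other FKBP5 probes changed by -0.29 to -0.18 and the other SGK1 probe by -0.33, whereas 9 of the 11 other KLF9 probes were lower (-0.26 to 0.07 over the 11). Blood genes were lower (8 of 13 kept, median -0.09, 7 genes lower, camera adjusted p 0.000612), with only HBB past the threshold adjusted over the list alone, and also over all probes. These 3 lists also passed with fry (adjusted p 0.0285, 0.0164 and 0.0176 in the same order) and with the estimated correlation (adjusted p 0.0430, 0.0173 and 0.0173).

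The other camera calls did not hold under every test. Genes of oxidative phosphorylation were higher (49 of 72 kept, median 0.04, 42 genes higher, camera adjusted p 0.0130) but had an adjusted p of 0.100 with fry and 0.399 with the estimated correlation. Immediate early genes were lower (14 of 18 kept, median -0.05, 9 genes lower, camera adjusted p 0.0207), with adjusted p-values of 0.510 and 0.399. In this list only JUN, at -0.41, passed the threshold adjusted over the list alone. Genes of the pituitary axes, that is receptors and regulators, were higher (17 of 20 kept, median 0.11, 13 genes higher, camera adjusted p 0.0234), with 0.0285 by fry and 0.206 with the estimated correlation. Circadian genes, of which 12 of 17 were kept, had a median of 0.08 with 8 genes higher and passed by fry (adjusted p 0.0395) but not by camera (0.239). They had 2 genes past the threshold adjusted over the list alone. Heat shock genes (44 of 49 kept, median 0.03, 24 genes higher) had a camera adjusted p of 0.649. By limma 0 of them passed the threshold adjusted over the list alone, with 5 at an unadjusted p under 0.05. Among these 5, HSPH1 was lower, at -0.15 (limma p 0.0356). No probe carried the symbols HSPA1A, HSPA1B, HSPB3, DNAJA1 or STIP1, so the list says nothing about these genes. The heat shock genes with the smallest p were TRAP1 at 0.35 (SE 0.11, limma adjusted p 0.290, higher in 15 of 17 HS arrays), HSPA9 at 0.11 (SE 0.04, adjusted p 0.397, 14 of 17) and DNAJA2 at 0.13 (SE 0.06, adjusted p 0.509, 14 of 17). Intermediate lobe genes (2 of 4 kept) and posterior lobe genes (2 of 2 kept) each had a camera adjusted p of 0.494. For the 7 hormone genes the camera adjusted p was 0.911 with a direction opposite to that of the median (0.003), the mean (0.06) and fry (adjusted p 0.675). The circadian list shared 1 gene with another list, the immediate early list 1 and the glucocorticoid list 2.

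**Figure D4:**
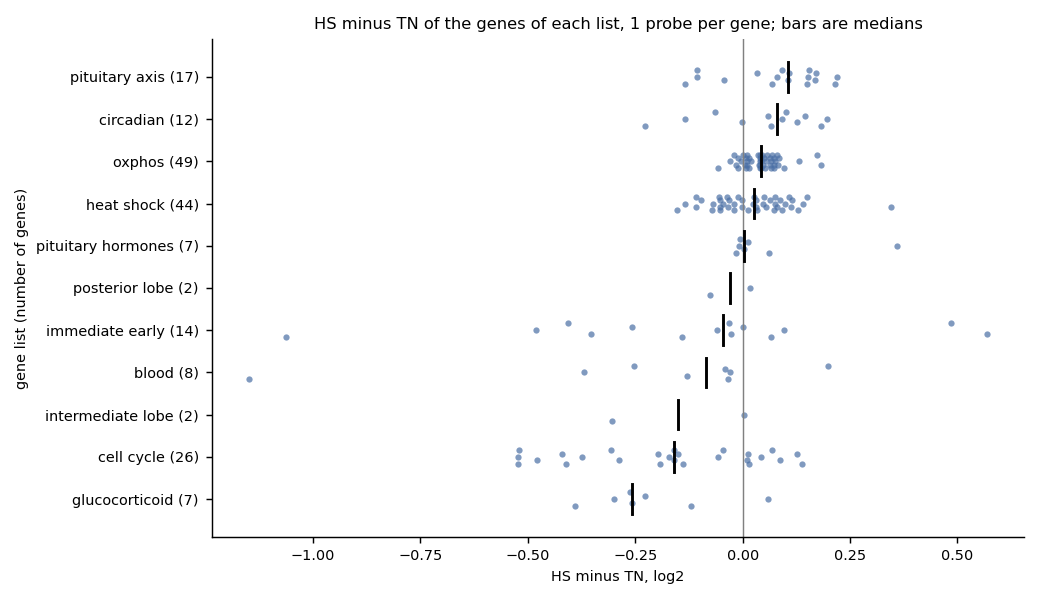
HS minus TN on the log2 scale for the genes of the 11 tested lists, where each point is 1 gene by its brightest probe and the black bar is the median of the list. Cell-cycle and glucocorticoid-responsive genes had medians of -0.16 and -0.26, and heat shock genes 0.03.

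The breeds were compared to describe the genetic part of the variation. By limma with Benjamini-Hochberg adjustment, 3072 probes (6.52%) differed between Large White and Creole, 1662 higher and 1410 lower in Large White, from 1005 named genes and with a median absolute log2 fold change of 0.42. At an unadjusted p under 0.05 there were 8684 probes. By ratio, the alternative that moved this count most took LW HS 3 as Creole, which gave 1843 probes, and by number it was array weights, which gave 4509. On 131 of the 3072 probes the 11 Large White and the 11 Creole arrays did not overlap, which is 0.278% of all kept probes, where chance gives 0.000284%. With slide as a fixed block, 3597 probes differed.

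Among the named genes with non-overlapping probes, ODF3B had the largest increase in Large White, at 9.07 ± 0.62 (SD, n = 11) against 6.63 ± 0.25 in Creole, a log2 fold change of 2.44 (SE 0.22, limma adjusted p 6.07e-09), and F1 lay at 9.06 ± 0.77. It had a single kept probe. LOC100524282, predicted in the files to encode a ribosomal protein L37a-like product, differed by 2.38 (SE 0.41, limma adjusted p 0.00022), but its Creole arrays fell into 2 separate clusters (12.41 ± 1.61 over both) and its other probe differed by only 0.11. KIT measured 10.91 ± 0.28 in Large White, 10.18 ± 0.12 in F1 and 9.29 ± 0.23 in Creole, a log2 fold change of 1.62 (SE 0.09, limma adjusted p 3.53e-14). Its 4 other probes differed by 0.87 to 1.58, and all 4 passed the adjusted threshold. Among them, the lowest value in Large White relative to Creole was that of a SELENOF probe, at 7.03 ± 0.56 against 11.15 ± 0.67, a log2 fold change of -4.12 (SE 0.48, limma adjusted p 9.88e-07). F1 arrays spread over most of the range between the parental breeds (9.04 ± 1.90). The 5 other SELENOF probes differed by -0.17 to -0.02 and 0 of them passed by limma, with 1 at an unadjusted p under 0.05. LZTFL1 differed by -1.47 (SE 0.20, limma adjusted p 1.31e-05), with 10.67 ± 0.40 in Large White and 12.13 ± 0.31 in Creole, while its other probe differed by -0.03. On the called LZTFL1 probe, CR HS 3 lay at 11.81 and LW HS 4 at 11.67, outside the other arrays of their groups. RGP1 differed by -1.38 (SE 0.16, limma adjusted p 1.21e-06), and its 4 other probes by -0.54 to 0.09, of which 1 passed. Of the 5 genes with more than 1 kept probe, only KIT had every other probe past the threshold.

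F1 was compared with both parental breeds. By limma, 674 probes differed between F1 and Large White (250 higher and 424 lower in F1, from 266 named genes) and 3142 between F1 and Creole (1580 higher and 1562 lower, from 1191 named genes). At an unadjusted p under 0.05 there were 6454 and 10131 probes. Array weights raised the count against Large White to 2492. Against the mean of both parental breeds, 1294 probes differed, 490 higher and 804 lower in F1, with 7857 at an unadjusted p under 0.05. With array weights this count was 3175, and without F1 HS 2 it was 530. On the 3072 probes that differed between Large White and Creole, F1 lay at a median of 0.633 on a scale from 0 at the Creole mean to 1 at the Large White mean (quartiles 0.398 and 0.882), and 64.3% of the probes were nearer to Large White. With slide as a block the median was 0.636.

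The 3 probes with the smallest adjusted p for F1 against the parental mean were near background in at least 1 breed. AJ963268 was not well above background on any of the 11 Creole arrays. It was at least 4.78-fold higher in Large White and at least 4.06-fold higher in F1 than in Creole (limma adjusted p against the parental mean 2.01e-06, all 11 F1 arrays above it). TC542345 was well above background on all 11 Creole arrays (6.67 ± 0.36) but on 2 Large White and 1 F1 arrays, and F1 differed from the parental mean by -0.87 (SE 0.09, limma adjusted p 2.58e-06), with 11 of 11 F1 arrays below it. AJ962357 was well above background on the 11 Creole arrays and on no Large White or F1 array. It was at least 1.52-fold higher in Creole than in Large White (limma adjusted p against the parental mean 0.000326, all 11 F1 arrays below it). For these probes the fitted distance from the parental mean used values at background, so its size is not a measured level.

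**Figure D5:**
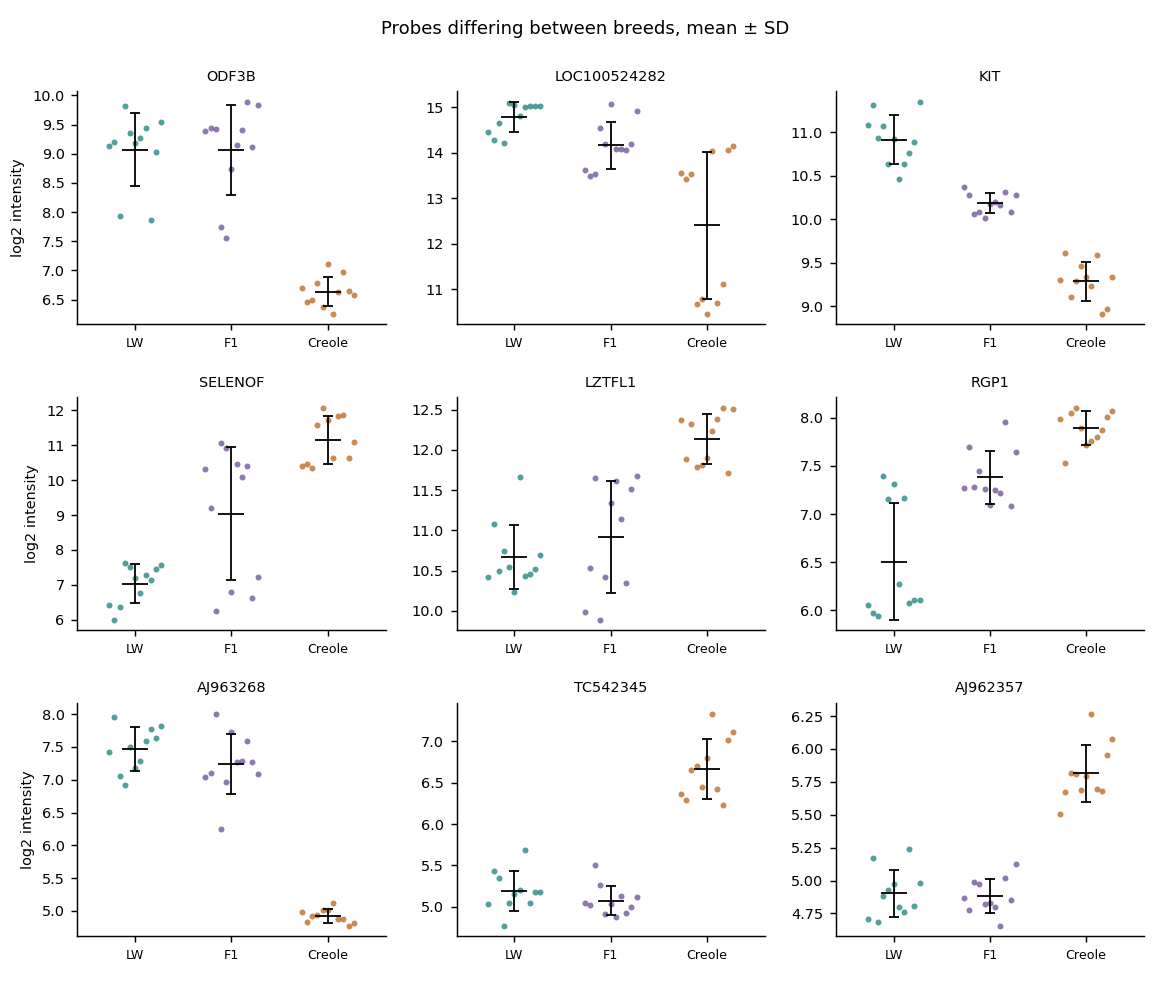
Log2 intensity of the 9 probes named for the breed comparisons in Large White (LW), F1 and Creole, where each point is 1 array and bars give the mean ± SD, 11 arrays per breed. The F1 arrays of KIT lie between the parental breeds, and those of SELENOF spread over most of the range between them.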

Values the study reported

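In the pituitary, the study reported 17 differentially expressed probes between thermoneutral and heat stress conditions, among 45,667 probes expressed in this tissue. The heat challenge was described as an exposure to 32 °C, and no enriched pathway was reported for the pituitary.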

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

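The tests of TSHB against the share of anterior lobe tissue, array quality and slide, and the test of the second AK232003 probe, were chosen after the result was seen. The 28 named probes and 2 measures of array brightness in 6 groups gave 180 sets of 5 or 6 arrays, in which the gap between the highest or lowest array and its nearest neighbour was divided by the whole range of the set. The share passed Dixon's critical value in 6 sets, where chance gives about 1 in 20, or 9.

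TSHB was far below the other arrays on CR TN 1 (10.57 against 15.73 to 16.35, gap share 0.893) and on LW TN 2 (8.55 against 14.76 to 15.57, gap share 0.884). These are deviations of -5.40 and -6.50 log2 units from the other arrays of their groups. A lower share of anterior lobe tissue would lower the other hormones of that lobe alike, but the largest fall of LHB or FSHB on these arrays was -1.04, which argues against it as the whole cause. LHB deviated by -0.67 on CR TN 1 and -0.60 on LW TN 2 (lowest other array -0.42). FSHB deviated by -0.55 and -1.04 in the same order (lowest other array -0.82). A lower share as part of the cause therefore stays open. GH1 moved by -0.03 on CR TN 1 and -0.16 on LW TN 2. In the same order POMC moved by -0.02 and 0.13 and CGA by -0.22 and -0.09. The GH1, POMC and CGA probes lie near the top of the range and decide nothing here. Array quality stays open, as 2 measures of it differ. On the lower of the 2 arrays 79.1% of spots were well above background, and the arrays ranked 25 and 28 of 33 from the lowest in that measure. Array weights, however, were the lowest of all arrays on LW TN 2 (0.375) and CR TN 1 (0.412), and a low weight can come from poor quality as well as from a sample that differs from its group. Both arrays lay on slide 2, but the other 5 arrays of this slide had a median TSHB deviation of -0.11 (-0.45 to 0.33), which argues against a slide effect. TSHB had a single kept probe, so a fault of that probe on these arrays was not tested. What also stays open is a different share of the thyrotrophic cells in the sampled tissue or a real difference between animals, neither of which was tested. Both are TN arrays of different breeds, and the comparison of HS and TN for TSHB depends on them. The log2 fold change was -0.04 without LW TN 2 and 0.0017 without CR TN 1. Each of these fits kept the other low TN array, so neither gives the change without both. Apart from both, the LW HS arrays (13.70 to 14.64) lay below the LW TN arrays (14.76 to 15.57). Creole HS (15.47 to 16.29) and TN (15.73 to 16.35) overlapped. Within F1, which holds neither low array, the change was -0.38, from 15.50 ± 0.30 (SD, n = 6) in TN to 15.12 ± 0.68 (n = 5) in HS. Its SE of 0.85 came from a spread shared by all 6 groups, which the low arrays widened. The change was 0.44 within Large White and 1.03 within Creole, which hold the low arrays. Other calls for HS against TN also leaned in part on LW TN 2 and CR TN 1. The log2 fold changes of KLF2 and MGP were smallest without LW TN 2 (-0.44 and -0.51, brighter called probes). Those of HBB (-1.08) and DY437289 (0.30) were smallest without CR TN 1. For haemoglobin alpha and AK232003 other arrays mattered most. No fit left out both low arrays.

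PRL was low on LW TN 2 (18.20 against 18.88 to 18.96, gap share 0.898). A fault of the single probe is argued against because 4 of the 5 other PRL probes were also below the other arrays of that group, at 17.30 to 18.09 against 18.69 or more. The fifth was a dim probe at 8.36, which was above the others. Saturation marks were absent. PRL deviated by -0.72, GH1 by -0.16 (lowest other array -0.12) and POMC by 0.13, and since changes near the top of the range are compressed, a cause that acts on bright probes of this array was not excluded. Other tissue in the sample or a difference between animals could account for it, and the genes raised on this array are described under the other observations.

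On 1 of the 2 AK232003 probes F1 TN 1 was high (12.47 against 11.75 to 11.92, gap share 0.767). The second probe deviated by 0.63 on the same array, close to the 0.65 of the outlying probe, so a signal of the single probe is unlikely to be the cause. Higher AK232003 on this animal remains, and no biological explanation was tested for a single animal. The AK232003 calls held in all 33 fits that left out 1 array, F1 TN 1 included.

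LZTFL1 had an outlying array in 2 groups, CR HS 3 (11.81 against 12.32 to 12.52, gap share 0.721) and LW HS 4 (11.67 against 10.24 to 10.74, gap share 0.647). The other LZTFL1 probe deviated by 0.05 and -0.18 on these arrays, while the outlying probe deviated by -0.61 and 1.17. On the outlying probe CR HS 3 lay within the range of the Creole TN arrays (11.91 ± 0.20, SD, n = 5), and LW HS 4 lay between the other Large White arrays and the Creole arrays. For LW HS 4, a strain variant under the probe, carried in a different state from the others of its breed, could account for the value. CR HS 3 was set apart only from the other Creole HS arrays, so such a different state is not shown for it. A variant may also underlie the breed difference of -1.47, since the other probe differed by -0.03. No sequence of these animals was analysed here, and a transcript variant that only this probe detects cannot be excluded. The interaction p of the outlying probe was 0.00401, and 0.112 after Benjamini-Hochberg adjustment over the 28 named probes.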

How the results depend on the processing

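No test in this part was chosen after the result was seen, since every alternative was set before the data were examined. Results were recomputed with 1 choice changed at a time and with each of the 33 arrays left out in turn. HS against TN had 14 alternatives besides the arrays left out, the other comparisons 12 and the gene lists 6. The probes named for F1 against the parental mean had 11, since the filter on all 33 arrays removed them. For the counts per comparison, 103 values under the alternatives stayed within 1.5 times the main count, 12 did not and 1 count of 0 became positive. For named probes and gene lists 408 values kept direction and side of the threshold, 14 changed sign, 14 lost their call and 1 gained it. With 1 array left out 1206 kept both, 35 changed sign and 46 lost their call. Unless a cause is given, the cause was not tested. No paired analysis was possible because the labels give no replicate numbers that link arrays of different groups. Scan date as a block was not run, since all arrays were scanned on 1 day.

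The count for HS against TN was 9 (1 higher, 8 lower). It rose to 23 (5 higher, 18 lower) with the processed intensity, 15 (4 and 11) with a filter on all 33 arrays, which tested fewer probes, 91 (25 and 66) with slide as a fixed block, 58 (13 and 45) with slide as a random block, 17 (5 and 12) with eBayes with trend and robust estimation and 31 (7 and 24) with LW HS 3 left out. It fell to 4 (1 and 3) without the breed term. The other alternatives gave 6 to 13. The share of probes higher in HS was 11.1%, against 21.7% with the processed intensity and 30.8% with normexp. All 9 probes were also called under every alternative except array weights, which kept 5 of them, and the fit without a breed term, which kept 4. Leaving out 1 array gave 6 (without CR TN 1) to 38 (without F1 TN 3), and 11 of these 33 counts differed by more than 1.5 times.

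The interaction stayed at 0 under all 12 alternatives and ranged from 0 to 1 when 1 array was left out (1 without LW TN 2). Within Large White array weights gave 6 (4 higher, 2 lower), and leaving out 1 array gave 0 to 4 (4 without LW TN 2). LW TN 2 had the lowest array weight, 0.375 (highest 2.29). Within Creole and F1 the alternatives gave 0, and leaving out 1 array gave 0 to 2 (2 without CR TN 2) and 0 to 3 (3 without F1 TN 3).

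For Large White against Creole the count was 3072, and 1843 (1015 higher, 828 lower) with LW HS 3 taken as Creole, of which 1757 were shared. The other alternatives gave 2701 to 4509 and leaving out 1 array 2582 to 3535. For F1 against Large White the count was 674, but 2492 with array weights and 426 with LW HS 3 taken as Creole, and 351 (without F1 HS 1) to 1136 (without F1 HS 3) with 1 array left out. F1 against Creole, with 3142, kept within 1.5 times under the 12 alternatives (2126 to 4621) and ranged from 2036 (without F1 HS 2) to 4184 (without F1 HS 3). F1 against the parental mean, with 1294, gave 3175 with array weights and 530 (without F1 HS 2) to 2246 (without F1 HS 3). With the processed intensity the share of probes higher in F1 rose from 37.1% to 48.8% against Large White. It rose from 37.9% to 48.6% against the parental mean and from 50.3% to 60.2% against Creole. The median of all probes moved to 0.03 log2 units in each of these comparisons.

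Among the probes named for HS against TN, AK232003 lost no call. With array weights the haemoglobin alpha probe (-1.06, adjusted p 0.0653), DY437289 (0.26, 0.0553), the dimmer of the 2 called MGP probes (-0.54, 0.0628) and HBB (-0.96, 0.131) did not pass by limma. Without the breed term the KLF2 probes (-0.47 and -0.46, both 0.0697), the MGP probes (-0.55 and -0.58, 0.254 and 0.212) and HBB (-1.10, 0.0825) did not pass, with every direction kept. The named breed probes kept direction and call under the 12 or 11 alternatives run for them.

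The signs of the hormone genes, none of which passed, were not stable. With the processed intensity GH1 was 0.037, LHB 0.022 and CGA 0.028. With LW HS 3 taken as Creole LHB was 0.0055. TSHB was -0.19 with array weights. FSHB was -0.0065 with slide as a fixed block, -0.033 with array row, -0.041 with array weights, -0.013 with LW HS 3 left out and -0.00062 without the breed term. Leaving out 1 array, GH1 ranged from -0.014 to 0.0036, POMC from -0.0018 to 0.011, PRL from 0.015 (without LW TN 2) to 0.076, TSHB from -0.041 (without LW TN 2) to 0.50, LHB from -0.055 to 0.024 and FSHB from -0.055 to 0.060.

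Of the gene lists, 6 passed with camera and 3 with the estimated correlation, and 4 to 6 with 1 array left out. The estimated correlation widens the variance of a list whose genes vary together, which is by its construction the cause of the lower count. The hormone list changed direction with fry (adjusted p 0.675), the processed intensity (0.479) and slide as a fixed block (0.951), and the posterior lobe list with the processed intensity (0.914). With 1 array left out the adjusted p was 0.362 to 0.920 for heat shock genes, which changed direction in 1 fit, and 0.445 to 0.997 for hormone genes, which changed direction in 9. Blood, cell-cycle and glucocorticoid genes kept direction and call under the 6 alternatives run for lists and with each array left out. Array weights and the fit without a breed term were not run for lists.

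Signal over background limits what dim probes can show. Of the 60305 probes, 47083 were kept, and without a filter HS against TN gave 9 probes and F1 against the parental mean 1064. A probe near background has a compressed difference, and the brightest hormone probes lie near the top of the range, so that small changes at either end were not detectable here.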

Other observations

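The tests of the breed of LW HS 3, of slide on component 1 and of KIT were chosen after the result was seen, and the list of pituicyte genes was chosen after genes raised on LW TN 2 and CR TN 1 had been seen. The probes named below for the fit with slide as a block were picked from their values.

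In the comparison of HS with TN, 9 probes passed the threshold. That is lower than the value quoted from the study above.

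Other splits of the arrays were fitted in the same way, 100 per comparison with the real split included. For HS against TN, 3 of 100 splits gave as many probes as the real one, although the largest other split gave 2400 probes. A chance assignment of single arrays can thus be excluded at a share of 0.05. The paper describes whole pens slaughtered at the same temperature, which these splits do not take into account. Pen was therefore not separated from temperature here. For the 4082 probes at an unadjusted p under 0.05, 13 of 100 splits gave as many, so chance cannot be excluded for that broader excess. The interaction and HS against TN within Large White, Creole and F1 gave 0 probes. Any split reaches a count of 0 (100 of 100), so the splits say nothing about these comparisons. Large White against Creole, F1 against Creole and F1 against the parental mean were reached by 1 of 100 splits, the real one. F1 against Large White was reached by 2, and the largest other split there gave 1437 probes. A chance assignment of single arrays can therefore be excluded at the same share for these 4. The paper describes blocks of littermates within each breed, which splits of single arrays do not take into account. Litter was thus not separated from breed here. Slide differences reached 6855 probes, more than HS against TN, and with slide as a fixed block HS against TN gave 91.

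The 91 probes with slide as a block covered 39 named genes. Beyond the probes called without the block, they included KLF9 at -0.28 to -0.25 on 4 probes, SGK1 at -0.35, COL6A3 at -0.64 to -0.40 on 4 probes and THBS1 at -0.51 to -0.47 on 3 probes. In the same fit the 8 other KLF9 probes changed by -0.30 to 0.07 (6 lower), the 3 other COL6A3 probes by -0.38 to 0.0086 (2 lower), the 4 other THBS1 probes by -0.50 to 0.03 (3 lower) and the other SGK1 probe by -0.22. KLF9 and SGK1 are members of the glucocorticoid list. Of the cell-cycle list, 2 genes were included, both lower.

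The haemoglobin probes were the largest changes, and residual blood in the gland is a candidate explanation, as would be fewer red cells in heat-exposed animals. Blood would bring white cells and platelets too. A list of 22 of their genes, of which 20 were kept, had a fry p of 0.235 and a camera p of 0.0386, with 14 genes lower, 0 of them at an unadjusted p under 0.05 by limma and a median of -0.05. The brightest were GNLY at -0.06 and CXCR4 at 0.03. Several of these genes were near background, so a small loss of blood cannot be told apart from a change in red cells. Blood was argued against as the whole cause of the other changes: with the HBB level as a covariate, 7 of the 7 KLF2, MGP, AK232003 and DY437289 probes had a p under 0.05 divided by 7 and kept 68.9% to 112% of their log2 fold change. In that fit 0 probes passed the adjusted threshold by limma, since temperature explained 40.8% of HBB and the covariate costs power. KLF2 kept the least, 68.9% and 69.4%.

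For the cell-cycle list, slide was argued against as the cause, since the fry p with slide as a block was 0.0095 and the mean log2 fold change went from -0.18 to -0.19. With HBB as a covariate the fry p was 0.310 and the mean was -0.10 (54.5% kept), so a link of the cell-cycle change with the blood content cannot be told apart from a common effect of temperature on both. For the glucocorticoid list the fry p with slide was 0.000219, and with HBB it was 0.00299 with 121% of the mean kept. Lower glucocorticoid-responsive and cell-cycle genes in HS are a hypothesis on these data. Slaughter day and age differ between TN and HS by design, so a change from temperature and a change with day or age remain open and were not tested.

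Component 1 was not explained by breed or temperature. Within groups it correlated with the mean of AVP and OXT, the 2 genes of the posterior lobe list (r 0.504, permutation p 0.00258, adjusted 0.00387 over 3 relations, and rho 0.469, p 0.00595). Without the 2 arrays farthest from the median of that mean r was 0.391 (permutation p 0.0291). Component 1 also correlated with the share of spots well above background (r 0.425, permutation p 0.0135, rho 0.405, p 0.0195). Without the 2 arrays farthest from the median share r was 0.305 (p 0.0953). The arrays left out were chosen separately for each relation and not by their score on component 1. Both relations weakened by a similar amount, so they are not shown to differ. Slide explained 23.7% of component 1 beyond breed and temperature (permutation p 0.0958). Array quality and slide therefore cannot be told apart from other causes here, as both are too weakly linked to decide. A varying amount of posterior lobe tissue between samples may contribute to component 1 and was not separated from them, and the anterior lobe is described as the part that was sampled.

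LW TN 2 and CR TN 1, the arrays with low TSHB, had the highest scores on component 1 and resembled each other. Across 47024 probes their deviations from their groups correlated at r 0.672, the highest of 453 pairs of arrays from different groups (median -0.0024, next highest 0.47). Probes are not independent replicates, and both arrays lay on slide 2. Of 10 genes of pituicytes, the glial cells of the posterior lobe, 5 were kept, and their mean deviation was 0.66 on LW TN 2 and 0.60 on CR TN 1, ranks 1 and 2 of the 33 arrays (highest other 0.44). LHX2 deviated by 1.71 and 1.81, S100B by 0.76 and 0.71, GFAP by 0.50 and 0.38, SLC1A3 by 0.25 and 0.43 and AQP4 by 0.07 and -0.35. AVP deviated by 0.18 and 0.13 and OXT by 0.25 and 0.06. These deviations reached 0.17 for AVP and 0.32 for OXT on other arrays. S100B and LHX2 may also be expressed by other cells of the gland. As the list was chosen with these arrays in view, its rank decides nothing, and posterior lobe tissue cannot be told apart from other causes of the raised genes.

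LW HS 3, titled Large White but with a Creole breed field, lay at 0.886 on the scale from Creole (0) to Large White (1) over the probes that separate the breeds. The 10 other Large White arrays lay between 0.644 and 1.03, Creole arrays between -0.05 and 0.269 and F1 arrays between 0.471 and 0.834. The values argue against a Creole animal and for the breed in the title.

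F1 arrays lay nearer to Large White than to Creole on the probes that differ between these breeds. Slide was argued against as the cause, since the median position was 0.636 with slide as a block and 0.633 without. Dominance of Large White alleles, probes that detect the alleles of 1 breed less well and the choice of parents may each contribute, and none of these was separated.

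A strain variant under a probe can mimic a breed difference. For 643 of the 1005 named genes that differed between Large White and Creole, 1566 other probes sharing no stretch of 20 bases with the called probe were compared. The median ratio of their difference to that of the called probe was 0.408 (quartiles 0.113 and 0.728), and 81.4% had the same direction. The ratio was under 0.25 for 234 genes and over 0.75 for 153. Called probes are chosen for large differences, which lowers the ratio by itself, so for the list as a whole a variant cannot be told apart from that choice.

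KIT was higher in Large White on all 5 probes, with a smallest difference of 0.868, which argues against a variant under a single probe. The F1 position had a median of 0.496 over the 5 probes (0.407 to 0.557), and no KIT probe differed between F1 and the parental mean by limma (adjusted p 0.592 to 0.986). An additive effect of gene dosage or of a regulatory allele next to the gene is consistent with these values. No copy number was measured here, and this remains a hypothesis.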
